A study of Homo sapiens with 18 samples. Its data were reported in "Image-based epigenetic profiling with deep learning and high-speed super-resolution microscopy" (2026).

How the data were processed

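ChIP-seq was performed on HEK293T cells, a transformed line of human embryonic kidney origin, with antibodies against H3K27ac and CTCF. H3K27ac is an acetylated lysine of histone H3 found at active promoters and enhancers, and CTCF is a DNA-binding protein that anchors chromatin loops. Cells were left untreated (CTRL) or received 1 mM valproic acid (VPA), an inhibitor of histone deacetylases, for 1 day. The series comprised 18 samples. Of these, 12 were ChIP libraries in 4 groups of 3 replicates, and 6 were input libraries of sonicated chromatin that had not been immunoprecipitated. Groups and replicate numbers were taken from the sample labels. The peak lists of the 12 ChIP libraries were analysed. The input libraries were not analysed here, and other assays of the study (Hi-C, RNA-seq and imaging) were not used here.

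Chromatin had been sonicated to fragments of 200 to 600 bp and sequenced as paired ends. The authors aligned the reads to the hg38 genome with Bowtie2 and called peaks with MACS in each library separately at a q-value of 0.05, without pooling replicates. Whether the peak caller was given the input libraries and how duplicate fragments were treated were not stated. Besides the interval and the summit of each peak, the deposited lists hold the fold enrichment (a ratio) of the summit over its local background as computed by the authors' peak caller. They also hold the −log10 p-value and −log10 q-value of each peak as the authors' peak caller gave them. The deposited score of each peak was its −log10 q-value times 10 with the decimals dropped, in 99.0% to 99.9% of the peaks of each list. These values are the authors' own values of each peak. In the report they were used to describe, rank and filter peaks within a list, and to derive the background coverage of each library and the share of its peaks at that level. In the closing section, values recovered from them were also compared between libraries. All 506359 peaks lay on chromosomes 1 to 22 and ended within the hg38 lengths of these chromosomes. Between 19 and 111 numbers of the peak caller's own numbering, 0.0722% to 0.223% per list, had no peak in the lists analysed. Only numbers up to the highest one present were counted, so peaks numbered beyond it would be missed. Whether peaks on the X chromosome had been removed is unknown. Pairs of lists of an antibody were checked for identical intervals, and no pair looked like a library entered more than once.

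Peak lists hold no read totals, so the number of reads per library is unknown. The number of fragments over each summit (the summit pileup) and the local background were therefore recovered from the fold enrichment and the −log10 p-value, taking the fold as the pileup plus 1 over the background plus 1, and the p-value as a Poisson tail. The recovered pileups were whole numbers within 0.05 in 100% of peaks after rounding. The lowest local background of a list is the genome-wide background coverage, which is proportional to the sequencing depth times the fragment length. It served as the measure of relative depth, and it lay between 3.51 and 3.95 fragments in the 12 libraries. The lowest summit pileup that was called lay at 11 or 12 fragments. The report uses from these values the background coverage and the share of peaks at it. Recovered pileups and local backgrounds were compared between libraries only in the closing section, either at regions with a peak in all 6 libraries of an antibody after division by each library's own background coverage, or as a ratio within a list, or to imitate another depth or background. To imitate a lower depth, each fragment over a summit was kept at random with the ratio of the background coverages as its probability, and the local background was scaled by the same ratio. To imitate a higher background, the local background alone was scaled. The Poisson −log10 p-value was then computed again. Fewer peaks can be lost in this way than in a new peak calling, since the length of a peak was not considered, so such counts are also given for peaks with a −log10 p-value of at least 10. In every list, 41.5% to 65.0% of the local backgrounds below 20 fragments were whole multiples of a step of 0.248 to 0.555 fragments, where chance gives 4%. Such steps can arise when single fragments of a deeper control library are scaled down, and local background is called input signal in the closing section on this ground.

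Intervals were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, plots were drawn with matplotlib 3.10.9, and the genome was indexed with samtools 1.23.1. For each antibody, the peaks of the 6 libraries were merged into union regions wherever they shared at least 1 bp, and a library had a region if any of its peaks shared at least 1 bp with it. Regions "only in VPA" had a peak in 3 of 3 VPA libraries and in 0 of 3 CTRL libraries, and regions "only in CTRL" the reverse. Consensus regions of a treatment were merged peaks found in at least 2 of its 3 libraries. Positions were annotated with GENCODE release 44. A promoter peak had its summit within 1 kb of the transcription start site (TSS) of 1 of 19111 protein-coding genes, and a distant peak had its summit over 100 kb from every such TSS. The share of CTCF peaks inside H3K27ac regions used CTCF summits and consensus regions of the same treatment, with 100 circular shifts of the summits along each chromosome as background. The share of H3K27ac peaks overlapping CTCF counted peaks sharing at least 1 bp with a CTCF consensus region. CTCF motifs were matches to CCASYAGRKGGC with at most 1 mismatch on either strand, within 100 bp of the summit, with windows 2 kb away as background. Similarity between libraries was the Jaccard index, the shared length over the combined length of 2 lists.

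Each library gave 1 value per measure. VPA was compared with CTRL by a two-sided exact permutation test over the 20 assignments of 6 libraries to groups of 3, whose smallest possible p-value is 0.1, so no single comparison could pass 0.05. The difference between the antibodies was tested over 400 joint assignments, with a smallest possible p-value of 0.005. Benjamini-Hochberg adjustment covered 16 tests. These were the 13 comparisons of group means, the 2 comparisons of Jaccard indices and the test between antibodies. In this family no adjusted p-value could pass 0.05. The smallest possible exact p-value was 0.005 for the test between antibodies and 0.1 for every other test. Tests of single genes and of exchanged regions stood outside this family and are given unadjusted. Counts of regions were compared with the counts from all 10 splits of the 6 libraries into groups of 3. Wilson 95% intervals of shares of regions cover counting error only. The differential binding test of the study needs reads and was not repeated.

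Named loci followed a rule fixed before the data were examined. It named the 4 genes that the study discusses for VPA (P3H2, CLDN1, SYNE1 and SP110), each with 5 kb on either side, and the 5 regions of each class with the highest mean within-list rank of the −log10 q-value, of which 1 is not reported here. Alternatives set at the same stage were a −log10 q-value of at least 3, lists limited to the length of the shortest list of the antibody, other definitions of regions, overlaps, promoters, distant peaks and motifs, the replicate number as a block, and leaving out each library in turn. Correlations of deviations from the group means between CTRL and VPA libraries with equal H3K27ac replicate numbers were 0.284, 0.109 and 0.113, all above the minimum of 0.1 for treating the numbers as pairs. The labels do not say what a number stands for, and CTRL replicate 2 against VPA replicate 3 gave 0.103. The labels name no batch. Because replicate 1 differed from replicates 2 and 3 in list length and local background, values are also given within replicate 1 and within replicates 2 and 3.

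The functions were tested on simulated data. Summit pileups were recovered in 100% of 18926 simulated peaks, and 100% of 200 regions planted in each direction among the H3K27ac lists were found. With no region planted, the ratio of regions only in VPA to regions only in CTRL was 0.976. The simulated libraries all drew their regions with the same probabilities. This ratio therefore tests the functions only and gives no expectation for lists of unequal length. Planted motifs were found in 100% of 600 windows. In 2000 draws without a difference, 9.7% reached the smallest exact p-value.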

Results

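To examine chromatin changes in HEK293T cells after inhibition of histone deacetylases, H3K27ac and CTCF peaks were compared between untreated (CTRL) and VPA-treated cells, with 3 libraries in each of the 4 groups. H3K27ac lists held 26299, 29583 and 29799 peaks in CTRL replicates 1, 2 and 3, and 38441, 40992 and 40817 peaks in the VPA replicates. CTCF lists held 39818, 58782 and 56576 peaks in CTRL and 36469, 53458 and 55325 peaks in VPA. Background coverage, the measure of relative depth, differed little between libraries (3.51 to 3.95 fragments). Replicate 1 gave the shortest list in all 4 groups. In the replicate 1 lists, 21.2% to 31.9% of peaks had a local background at the genome-wide level, compared with 3.48% to 13.5% in the other lists. Replicate 1 was therefore also examined apart from replicates 2 and 3.

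The first question was whether VPA changed the number and the extent of H3K27ac peaks. The mean number of peaks was 28560.3 ± 1961 in CTRL and 40083 ± 1425 in VPA (SD, n = 3 each), a ratio of 1.40 (exact permutation test, p = 0.1, the smallest possible, and adjusted p = 0.267). The difference was larger than the spread between replicates, and it had the same direction for each replicate number, with 12142 more peaks in replicate 1 and a mean of 11213.5 more in replicates 2 and 3. Among the alternatives and omissions listed above that do not fix the list length, the difference was largest without VPA replicate 1 (12344 more peaks). It was smallest at a −log10 q-value of at least 3 (9799 more). A stricter level of at least 10, used in the closing section, left a smaller difference. Mean peak numbers at that level were 20127 in CTRL and 23697 in VPA. The merged peaks covered 42.4 ± 6.89 Mb in CTRL and 59.3 ± 9.82 Mb in VPA (SD, n = 3 each, exact p = 0.1, adjusted p = 0.267). Covered length was 14.0 Mb higher in replicate 1 and 18.5 Mb higher in replicates 2 and 3. With all lists limited to their top 26299 peaks it was 41.2 ± 5.89 Mb in CTRL and 51.2 ± 8.26 Mb in VPA (SD, n = 3 each, exact p = 0.3), a smaller difference. Median peak width was 1135 ± 115 bp in CTRL and 1021 ± 137 bp in VPA, a difference no larger than the SDs (exact p = 0.3, adjusted p = 0.6). The change was negative for 3 of 3 replicate numbers, −132 bp in replicate 1 and a mean of −105.5 bp in replicates 2 and 3. It was −39.3 bp without VPA replicate 1 and −180.5 bp without CTRL replicate 1. At these equal list lengths the difference in width reversed to 359 bp.

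CTCF peaks numbered 51725 ± 10371 in CTRL and 48417 ± 10390 in VPA (SD, n = 3 each), a change of −6.40% that was smaller than the spread (exact p = 0.5, adjusted p = 0.727). Within replicate numbers the lists were shorter in VPA in 3 of 3 cases, by −3349 peaks in replicate 1 and by a mean of −3287.5 in replicates 2 and 3. The difference became 220.3 more peaks in VPA without CTRL replicate 2 and 2666 more without VPA replicate 1. Covered length was 37.0 ± 9.42 Mb in CTRL and 34.6 ± 10.7 Mb in VPA (exact p = 0.5, adjusted p = 0.727), with differences of −3.97 Mb in replicate 1 and −1.74 Mb in replicates 2 and 3. Its direction also reversed without CTRL replicate 2 (0.726 Mb) or VPA replicate 1 (3.67 Mb). Median width was 667 ± 56.3 bp in CTRL and 646 ± 98.3 bp in VPA (exact p = 0.8, adjusted p = 0.9). The difference was −69 bp in replicate 1 and 3.5 bp in replicates 2 and 3, and 36 bp without VPA replicate 1.

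Whether the antibodies changed differently was tested directly. The log2 ratio of mean peak numbers was 0.49 for H3K27ac and −0.10 for CTCF, a difference of 0.58 (exact permutation test over 400 assignments, two-sided p = 0.045). The adjusted exact p over 16 tests was 0.267. No data could have brought the adjusted value to 0.05 in this family, so it does not count against the difference. With the replicate number as a block, the exact p-value was 0.03125, the smallest that this test can give. Leaving out a CTCF library moved the difference most, to 0.42 without CTCF VPA replicate 1 and to 0.74 without CTCF CTRL replicate 1.

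**Figure D1:**
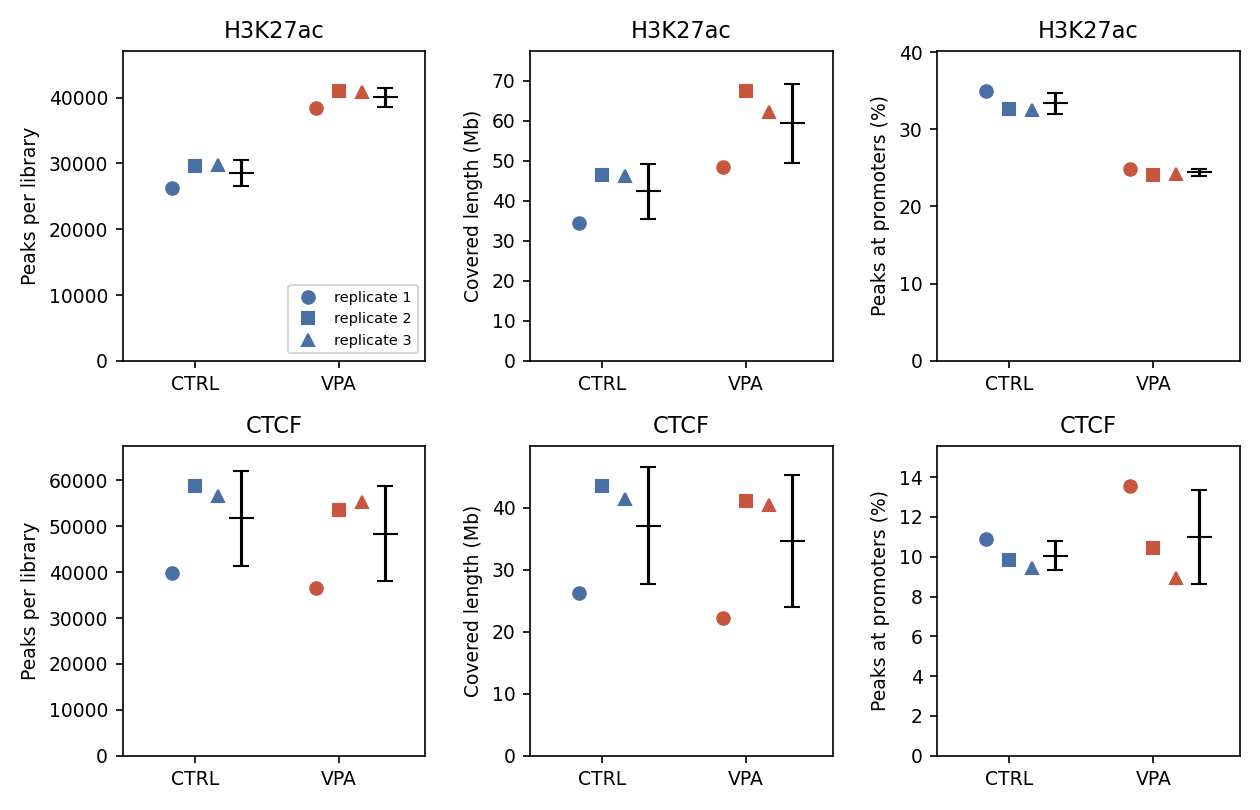
Number of peaks per library, covered length in Mb and percentage of peaks at promoters (vertical axes) in CTRL and VPA for H3K27ac (upper panels) and CTCF (lower panels), with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD of 3 libraries. All 3 H3K27ac VPA lists (38441 to 40992 peaks) lie above all CTRL lists (26299 to 29799), whereas the CTCF groups overlap.

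Peak positions were compared next, since the study asked where in the genome acetylation changed. Promoters held 33.4 ± 1.37% of H3K27ac peaks in CTRL and 24.4 ± 0.434% in VPA (SD, n = 3 each, exact p = 0.1, adjusted p = 0.267), a difference of −10.0 percentage points in replicate 1 and −8.41 in replicates 2 and 3. When all H3K27ac lists were limited to their top 26299 peaks, the difference was −0.144 percentage points (exact p = 0.8). Distant positions, over 100 kb from any protein-coding TSS, held 15.0 ± 0.847% of H3K27ac peaks in CTRL and 15.3 ± 1.33% in VPA (exact p = 0.8, adjusted p = 0.9). The difference was −0.149 points in replicate 1 and 0.544 points in replicates 2 and 3, and it reversed without CTRL replicate 1 (−0.156), without VPA replicate 2 (−0.309) and at equal list lengths (−1.18). For CTCF, the promoter share was 10.1 ± 0.744% in CTRL and 11.0 ± 2.36% in VPA (exact p = 0.7, adjusted p = 0.9). This difference was 2.67 points in replicate 1 and 0.0439 points in replicates 2 and 3, and −0.370 points without VPA replicate 1. The distant share of CTCF peaks was 25.8 ± 2.81% in CTRL and 25.4 ± 2.89% in VPA (exact p = 0.9, adjusted p = 0.9), with differences of −0.231 points in replicate 1 and −0.436 points in replicates 2 and 3. It reversed at equal list lengths (0.154) and without CTRL replicate 2 (0.442), CTRL replicate 3 (0.446) or VPA replicate 1 (1.19).

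Libraries were then compared by the regions they shared. The Jaccard index of H3K27ac lists averaged 0.658 within treatments and 0.599 between treatments, a difference of 0.0588 (exact p = 0.1, adjusted p = 0.267), and 1 of 10 splits of the libraries gave a difference as large. Without VPA replicate 1 it was 0.106, the value that moved most (exact p = 0.1). The 5 other omissions gave 0.0395 to 0.0580 (exact p = 0.3 to 0.5) and equal list lengths 0.0383 (exact p = 0.5), so the direction held but in most of these settings other splits gave as large a difference. For CTCF the index averaged 0.581 within and 0.614 between treatments, a difference of −0.0326 (exact p = 0.9, adjusted p = 0.9) that moved most without VPA replicate 3, to −0.00699. Replicates 2 and 3 of a treatment shared more with each other (0.786 and 0.731 for H3K27ac CTRL and VPA, 0.798 and 0.726 for CTCF) than replicate 1 shared with them (means of 0.608 for H3K27ac and 0.491 for CTCF). Restricted to replicates 2 and 3, the mean index between treatments was 0.642 for H3K27ac and 0.748 for CTCF.

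Merging the H3K27ac lists gave 55382 regions, of which 18407 had a peak in all 6 libraries, 2284 only in VPA and 77 only in CTRL. Of the 10 splits of the libraries, 1 (the treatment split itself) had a side with as many as 2284 regions, and 5 had a side with at least 77, of which the 4 others kept both replicate 1 libraries on the same side. Leaving out VPA replicate 1 raised the regions only in VPA to 5636, and leaving out CTRL replicate 1 raised the regions only in CTRL to 342. At equal list lengths the counts were 540 and 253. Within replicate 1, 13125 regions had a peak only in VPA and 1899 only in CTRL, and within replicates 2 and 3 combined these counts were 6296 and 424. CTCF lists gave 69985 regions, of which 27794 had a peak in all 6 libraries, 130 only in VPA and 228 only in CTRL. A side with at least 130 regions was found in 8 of the 10 splits and a side with at least 228 in 5, up to 2911 regions shared by CTRL replicates 2 and 3 and VPA replicate 3 alone. The other splits with at least 228 all kept both replicate 1 libraries on the same side, and in the 5 other splits that parted these libraries no side exceeded 185 regions. Within CTCF replicate 1, 6746 regions were only in VPA and 10110 only in CTRL, and within replicates 2 and 3 these counts were 882 and 1950. Leaving out CTRL replicate 1 raised the CTCF regions only in CTRL to 1850, and leaving out VPA replicate 1 reversed the order, with 625 regions only in VPA and 247 only in CTRL.

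**Figure D2:**
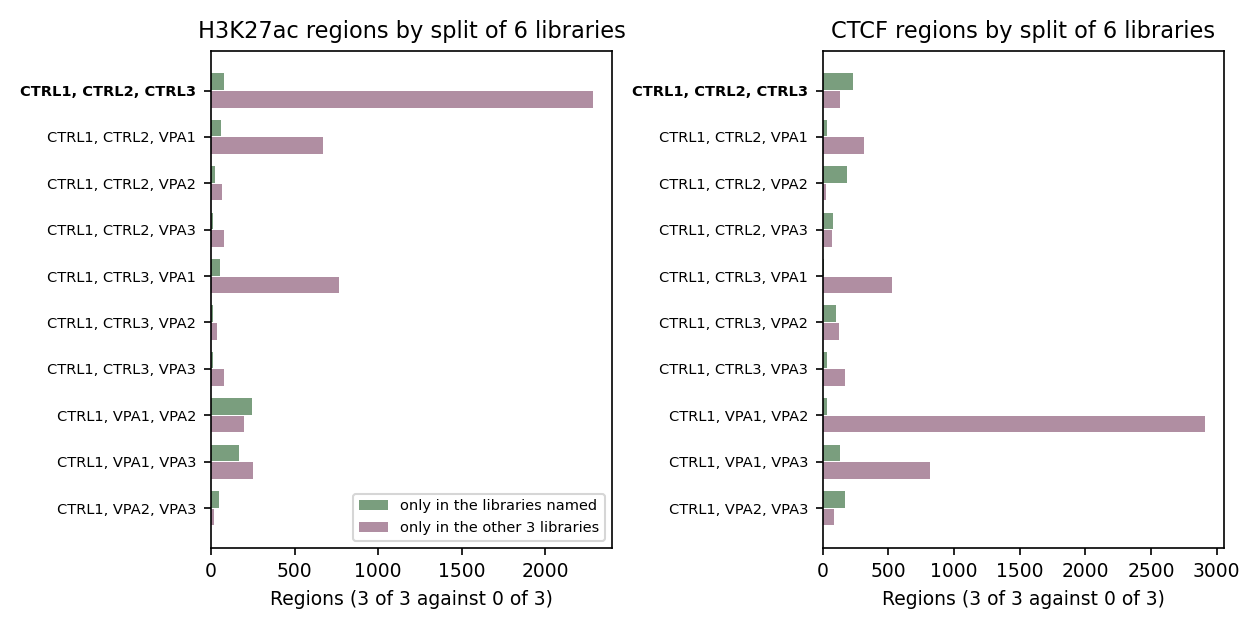
Number of H3K27ac (left) and CTCF (right) regions with a peak in 3 libraries and in 0 of the other 3 (horizontal axis) for each of the 10 splits of 6 libraries, named by the 3 libraries of the first side, with the treatment split on top in bold. The 2284 H3K27ac regions of the VPA side exceed every other bar of that panel, whereas the longest CTCF bar, 2911 regions, belongs to a split that mixes treatments and keeps both replicate 1 libraries on the same side.

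Of the 2284 H3K27ac regions only in VPA, 1.75% (Wilson 95% interval 1.29 to 2.38%) had their summit at a promoter and 16.2% (14.7 to 17.8%) at a distant position. Promoters held 47.2% (46.5 to 47.9%) of the regions with a peak in all 6 libraries. Of the 77 regions only in CTRL, 0 lay at a promoter (up to 4.75%) and 44.2% (33.6 to 55.3%) were distant. Both classes ranked low within their lists, with median ranks of the −log10 q-value at 29.8% and 19.3% from the bottom, compared with 72.0% for regions in all 6 libraries. By the fixed rule, the highest ranked region only in VPA lay between genes on chromosome 1 (30777634 to 30780057, hg38), 21.2 kb from the TSS of LAPTM5, at a mean rank of 66.2%. It was followed by a region on chromosome 19 (49468080 to 49470357) with its summit in an exon of ALDH16A1, 4.76 kb from the TSS of FLT3LG. Further regions of this class lay in an intron of JRKL on chromosome 11 and between genes on chromosome 19, with CEACAM21 as the nearest gene. Only in CTRL, the highest ranked region lay in an intron of ADAM12 on chromosome 10 (126242259 to 126243677), 146 kb from the nearest TSS, at a mean rank of 41.0%. The other 4 lay in introns of FAT3 (2 regions on chromosome 11) and RSU1 (chromosome 10) and 18.2 kb from the TSS of THSD4 (chromosome 15). For CTCF, the highest ranked region only in VPA lay in an intron of HUNK on chromosome 21 (31985287 to 31985911), at a mean rank of 52.7%, and the other 4 lay in introns of DAZL, LINGO1 and RBFOX3 and 9.47 kb from the TSS of LBX1. The 5 CTCF regions only in CTRL were all intronic (SSBP3, TUBA1C, MSTO1, AKAP13 and CHCHD6), and the first of them lay on chromosome 1 (54323109 to 54323636) at a mean rank of 37.9%. With 3 libraries against 3, no single region can be tested below an exact p of 0.1.

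Since the study asked whether H3K27ac and CTCF came closer together after treatment, the overlap of their peaks was measured. Inside H3K27ac regions of the same treatment lay 18.4 ± 1.63% of CTCF summits in CTRL and 25.7 ± 4.27% in VPA (SD, n = 3 each, exact p = 0.1, adjusted p = 0.267). The share was higher in VPA by 10.1 percentage points in replicate 1 and by 5.86 points in replicates 2 and 3. The H3K27ac consensus regions grew from 26492 regions covering 49.6 Mb in CTRL to 35442 regions covering 71.1 Mb in VPA, and circularly shifted CTCF summits fell inside them in 1.90% and 2.77% of cases. Relative to the shifted share, the observed share was 9.67 ± 0.668 times as high in CTRL and 9.27 ± 1.42 times in VPA (exact p = 0.7). Against the same CTRL regions, CTCF lists gave 18.4% in CTRL and 19.4 ± 3.61% in VPA (exact p = 0.8), and against the same VPA regions 24.5 ± 2.44% and 25.7% (exact p = 0.7). Replacing CTRL by VPA regions raised the share in 6 of 6 CTCF lists, by 5.51 to 7.11 points. Of the alternatives, equal list lengths moved the difference most, to 3.65 points (exact p = 0.2). Seen from the other side, 32.7 ± 1.11% of H3K27ac peaks in CTRL and 30.8 ± 1.63% in VPA overlapped a CTCF region (exact p = 0.2, adjusted p = 0.457). The difference was −2.60 points in replicate 1 and −1.62 points in replicates 2 and 3, and at equal list lengths it reversed to 3.95 points (exact p = 0.1). It shrank to −1.01 points without VPA replicate 1 (exact p = 0.3). With CTCF regions required in 3 of 3 libraries it was −0.986 points (exact p = 0.5).

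**Figure D3:**
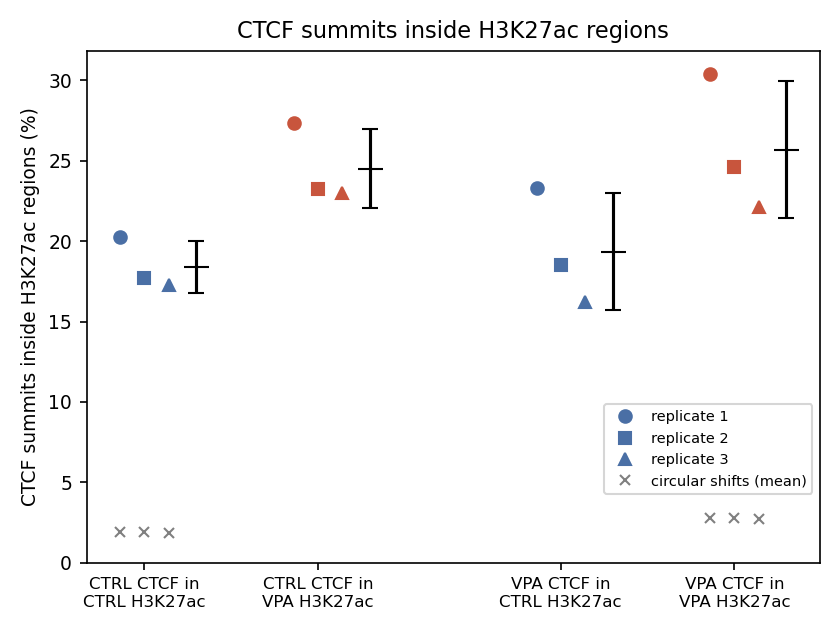
Percentage of CTCF summits inside H3K27ac regions (vertical axis) for CTCF lists of CTRL and VPA set against H3K27ac regions of either treatment, with symbols for replicates, bars for the mean ± SD of 3 libraries, crosses for circularly shifted summits, and red symbols for VPA regions. Means are 18.4% and 19.4% against CTRL regions and 24.5% and 25.7% against VPA regions.

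The CTCF motif lay near the summit of 39.0 ± 0.532% of CTCF peaks in CTRL and 42.1 ± 5.09% in VPA (SD, n = 3 each, exact p = 0.4, adjusted p = 0.711), and in 1.61% to 1.82% of windows 2 kb away. The difference was 8.15 points in replicate 1 and 0.630 points in replicates 2 and 3. It rested on VPA replicate 1, which had the motif in 47.7% of its peaks, and without that library the difference was 0.338 points. Without VPA replicate 2 it rose to 5.31 points (exact p = 0.1). At equal list lengths it was 1.67 points, and with no mismatch allowed in the motif 1.31 points (exact p = 0.7 for both).

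Finally, the 4 genes that the study discusses for VPA were examined. It presents all 4 as having higher RNA levels after VPA and as lying in lamina-associated domains that had changed compartment. For P3H2 it also describes an intronic H3K27ac peak gained in these ChIP-seq samples. The H3K27ac values at P3H2 are therefore not independent evidence. At P3H2 (ENSG00000090530.10, minus strand, chromosome 3, 189956728 to 190122437), the H3K27ac lists held 1, 1 and 1 peaks in CTRL and 2, 3 and 2 in VPA (exact p = 0.1). An intronic H3K27ac region (189961023 to 189962539), 161 kb from the TSS, had a peak in 3 of 3 VPA and 0 of 3 CTRL libraries, at a mean within-list rank of 36.7%. It overlapped an intronic CTCF region (189961114 to 189962307) with a peak in all 6 libraries. At SYNE1 (ENSG00000131018.25, chromosome 6, 152121687 to 152637801) there were 2, 2 and 3 H3K27ac peaks in CTRL and 3, 4 and 4 in VPA (exact p = 0.2). No H3K27ac region with a peak only in VPA or only in CTRL was found at CLDN1, SYNE1 or SP110. CLDN1 (ENSG00000163347.6, chromosome 3, 190305707 to 190322446) held 0, 1 and 0 peaks in CTRL and 0, 1 and 1 in VPA, and SP110 (ENSG00000135899.20, chromosome 2, 230165186 to 230225729) held 0, 0 and 0 in CTRL and 1, 0 and 0 in VPA (exact p = 1 for both). CTCF peak numbers at the 4 genes did not differ beyond the spread (exact p = 1 for each), with means of 3.67 peaks in both treatments at P3H2 and of 10.7 and 10.3 at SYNE1.

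**Figure D4:**
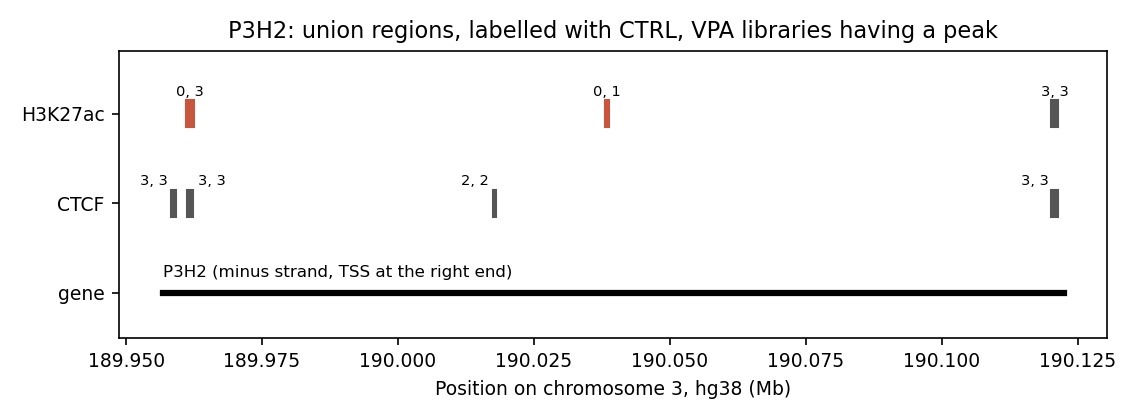
Union regions of H3K27ac and CTCF along P3H2 on chromosome 3 (horizontal axis, hg38 position in Mb), each labelled with the number of CTRL and of VPA libraries that have a peak, and coloured red where 0 of 3 CTRL libraries do. The intronic H3K27ac region at 189961023 to 189962539 has a peak in 3 VPA libraries and lies over a CTCF region found in all 6.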

Values the study reported

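From microscopy of the same treatment, the study reported that the fraction of H3K27ac puncta touching a CTCF punctum rose from 0.210 in control cells to 0.269 after VPA, and the fraction of CTCF puncta touching an H3K27ac punctum from 0.070 to 0.174. These count puncta in images, not peaks. From the reads of the ChIP libraries, the study's differential binding test reported significantly gained H3K27ac peaks and lost CTCF peaks. The study also reported higher H3K27ac and slightly lower CTCF read coverage over the whole genome after VPA. For sites of changed binding within lamina-associated domains, it gave a z-score of −74.5 for H3K27ac. In RNA-seq it counted 2037 genes as up-regulated and 86 as down-regulated, and it gave log2 fold changes of 1.2 for P3H2, 2.6 for CLDN1, 1.2 for SYNE1 and 1.4 for SP110. An intronic H3K27ac peak of P3H2 was given a log2 fold change of 1.5.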

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

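In this part, the tests of library depth and of exchanged labels were chosen only after the results were seen. The change in peak number differed between the antibodies by 0.58 on the log2 scale, with 0.49 for H3K27ac and −0.10 for CTCF (exact permutation test over 400 assignments, two-sided p = 0.045). H3K27ac lists were longer in VPA for 3 of 3 replicate numbers and CTCF lists were shorter for 3 of 3. The adjusted p-value over 16 tests was 0.267, but it could not have reached 0.05 with any data. Of the 12 fits that each left out a library, 11 gave an exact p above 0.05. The exception was the fit without CTCF CTRL replicate 1. Such fits have fewer assignments, so a higher p-value need not mean a smaller difference. Without CTCF VPA replicate 3, for example, the difference was 0.69, and without CTCF VPA replicate 1 it was 0.42.

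Sequencing depth is argued against as the main cause for both antibodies. Mean H3K27ac background coverage was 3.64 ± 0.143 fragments in CTRL and 3.76 ± 0.163 in VPA (SD, n = 3 each, exact p = 0.4). It was higher in VPA for 3 of 3 replicate numbers, by 1.35% in replicate 1 and at most 4.44% in replicates 2 and 3, whereas the lists were longer by 46.2%, 38.6% and 37.0% in replicates 1, 2 and 3. CTCF background coverage changed by 0.739%, −6.50% and −0.892%, and CTCF list length by −8.41%, −9.06% and −2.21%. The deeper library of each replicate number was thinned to the coverage of the shallower one, and the peaks past the lowest −log10 p-value of both lists were counted. At least 96.6% of the H3K27ac difference and 99.1% of the CTCF difference was left. Among peaks with a −log10 p-value of at least 10, far above the calling threshold, at least 89.1% and 89.7% was left.

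Exchanged treatment labels within the CTCF libraries cannot be told apart from the labels as given. As many regions in both directions combined as the treatment split gave (358) were found in 4 of the 10 splits of the CTCF libraries, compared with 1 of 10 for H3K27ac. The 3 other CTCF splits all kept both replicate 1 libraries on the same side and so follow the difference of replicate 1. Among the 6 splits that part these libraries the treatment split gave the highest count, with 145 to 248 regions in the 5 others, which is not the order that an exchange of single libraries would give. No spread of these counts is known, however, and an exchange of all CTCF labels at once would leave every split as it is. An effect of VPA that differs between an acetylation mark and a DNA-binding protein remains among the open explanations and was not tested further here.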

How the results depend on the processing

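All alternatives in this part were chosen before the data were examined. Across 28 results, 73 of 88 values under alternatives other than omissions kept their direction and their side of the threshold, or stayed within 1.5 times the count, and 87 of 126 values with a library left out did so. A p-value of 0.1 is the smallest that 3 libraries against 3 allow, so the threshold of 0.05 could be crossed by the test between antibodies alone, and an unchanged side of the threshold says nothing about the other comparisons.

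Limiting all lists to equal length reversed 4 and moved 4 of 17 results. The width difference of H3K27ac peaks reversed to 359 bp, their distant share to −1.18 percentage points, the distant share of CTCF peaks to 0.154 points, and the share of H3K27ac peaks overlapping CTCF to 3.95 points. Regions only in VPA and only in CTRL became 540 and 253 for H3K27ac and 42 and 70 for CTCF. The promoter share of H3K27ac peaks counted as kept by its direction alone, since its difference shrank from −8.95 to −0.144 points (exact p = 0.8). By construction, equal list length removes the lowest ranked peaks of the longer lists. Asking for 2 of 3 libraries against 0 of 3 gave 7442 and 434 H3K27ac regions and 1121 and 2275 CTCF regions, as a looser criterion must. Summits extended by 250 bp gave 269 H3K27ac regions only in CTRL, and the cause was not tested. In these 3 settings, H3K27ac regions only in VPA outnumbered those only in CTRL, and CTCF regions the reverse.

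The exact p-value of the difference between antibodies rose past 0.05 in 2 settings, and the cause was not tested. With a −log10 q-value of at least 3 the difference was smaller (0.54, exact p = 0.075). With covered length in place of peak number the difference itself did not shrink (0.59, exact p = 0.145). Leaving out each library in turn gave 0.42 to 0.74, lowest without CTCF VPA replicate 1.

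For other results the ranges over the 6 omissions were as follows, and the cause of each reversal was not tested. H3K27ac peak width kept its direction, from −180.5 bp without CTRL replicate 1 to −39.3 bp without VPA replicate 1. The distant share of H3K27ac ranged from −0.309 to 1.01 points. CTCF peak number ranged from −9262 to 2666 peaks, covered length from −7.89 to 3.67 Mb, width from −53.2 to 36 bp, promoter share from −0.370 to 1.94 points and distant share from −1.99 to 1.19 points, with the upper end reached without VPA replicate 1 except for the promoter share, which was lowest without it. H3K27ac regions ranged from 2843 to 5636 only in VPA and from 106 to 342 only in CTRL. CTCF regions ranged from 215 to 625 only in VPA and from 247 to 1850 only in CTRL. Without VPA replicate 1 the order of the CTCF counts reversed, with 625 regions only in VPA and 247 only in CTRL, and leaving out that replicate reversed 5 and moved 3 of 19 results. With fewer libraries asked to have or to lack a peak, such counts tend to rise by construction.

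With the replicate number as a block, the difference in H3K27ac peak number stayed at 11523 (exact sign-flip p = 0.25, the smallest that 3 pairs allow), and the block changed no call. For CTCF the numbers do not pair the libraries by the criterion used, since correlations of equal numbers were 0.323, 0.0510 and 0.227. Restricting peaks to autosomes and the X chromosome removed no peak and is no test. Without read totals, a difference in peak number can be examined for depth only through background coverage.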

Other observations

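In this part, the tests chosen only after the results were seen are those of library depth, of split peaks, of input signal, of weaker immunoprecipitation, of shared regions divided by rank, of splits that part the replicate 1 libraries and of the position of regions only in CTRL.

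The first pattern was the larger number of H3K27ac peaks in VPA. Depth is argued against as the main cause. Background coverage was higher in VPA for 3 of 3 replicate numbers, but only by 1.35% to 4.44%. With the VPA libraries thinned to the coverage of the CTRL libraries of the same number, at least 96.6% of the excess was left, and at least 89.1% among peaks with a −log10 p-value of at least 10. Splitting of wide peaks into several is also argued against, since the excess of VPA peaks lying over 500 bp from any CTRL peak was at least 102% of the whole excess (102%, 114% and 105% in replicates 1, 2 and 3). Weak peaks near the calling threshold were not the whole cause. At a −log10 q-value of at least 10 there were still 20127 ± 1240 peaks in CTRL and 23697 ± 654 in VPA (SD, n = 3 each, exact p = 0.1), a ratio of 1.18, although the ratio over all peaks was 1.40 and most of the excess thus lay below this level. A lower input signal in VPA is argued against as the main cause. At the 18407 regions with a peak in all 6 libraries, local background relative to the genome background changed by −0.15 on the log2 scale (−0.19, −0.12 and −0.15 in replicates 1, 2 and 3). With the local background of all VPA peaks raised by these changes, 37427, 40167 and 39990 of them stayed past the lowest −log10 p-value of both lists, more than in any CTRL list, and at least 91.6% of the excess was left. Among peaks with a −log10 p-value of at least 10 at least 61.2% was left, so that a lower input signal may have added to the excess without making up most of it. A gain of acetylated sites under VPA remains open from the peak lists alone. The study's own differential binding test, run on the reads of these libraries, reported such a gain. As to regrouping, 1 of the 10 splits of the H3K27ac libraries gave as many regions in a direction as the 2284 only in VPA, and 5 of 10 as many as the 77 only in CTRL. For CTCF, 8 of 10 splits gave as many as the 130 regions only in VPA and 5 of 10 as many as the 228 only in CTRL. The 4 other CTCF splits with at least 228 regions in a direction, up to 2911, all had both replicate 1 libraries on the same side, and so had the 4 other H3K27ac splits with at least 77. Among the 6 CTCF splits that part the replicate 1 libraries, 1 (the treatment split) reached 228, with at most 185 in the others, and 4 reached 130. For H3K27ac the others of these 6 gave at most 76. Among the 4 splits of the H3K27ac libraries that part all 3 pairs of equal replicate numbers, the other 3 gave at most 76 regions in a direction, whereas the remaining 6 of the 10 kept a pair on the same side. With 10 splits the share cannot fall below 0.1, so the share alone cannot exclude regrouping for any of these counts. For the 2284 H3K27ac regions only in VPA, the size of the counts argues against it. The next highest split gave 766 regions in a direction. Regions only in VPA also outnumbered those only in CTRL within replicate 1 (13125 and 1899), replicate 2 (14789 and 1940) and replicate 3 (13260 and 2222). For the 77 regions only in CTRL and for both CTCF counts, regrouping stays open.

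Relative to each library's own background coverage, summits at the regions shared by all 6 H3K27ac libraries were lower in VPA, although peaks were more numerous. Such relative values cannot show whether the amount of acetylation at these regions fell. From read coverage compared with input, the study reported higher H3K27ac after VPA in annotated heterochromatin and in annotated active chromatin. That measure and those regions differ from the ones used here. The median summit pileup relative to the genome background changed by −0.24 on the log2 scale (−0.18, −0.30 and −0.23 in replicates 1, 2 and 3). Depth is argued against, because the pileups were divided by each library's own background coverage. A fixed number of reads spread over more sites might lower all summits alike, and was tested by comparing 8685 promoter regions with 9722 others. Promoter regions changed by −0.38, −0.50 and −0.39 in replicates 1, 2 and 3 and the others by −0.00, −0.17 and −0.13, a mean difference of −0.32 (the larger SD of a class between replicate numbers was 0.0878). Uniform dilution as the only cause is argued against. Relative pileups cannot tell whether dilution took part together with a change that differs between regions. Within the 9204 regions of the upper rank the difference was −0.01, so among these it did not go with promoters as such. Promoter regions and others of the lower rank were not compared. When the shared regions were divided into 4 classes by rank, the top class changed by −0.56, −0.70 and −0.55 and the next by −0.31, −0.42 and −0.32, a mean difference of −0.25 (SD 0.0209). Both classes lay far above the lowest pileup called, with 95% of summits at 157 fragments or more in each library. In the lowest class the change was 0.25, 0.08 and 0.08. A process that lowers strong summits more than weak ones, technical or brought about by VPA, stays open and was not tested.

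Replicate 1 gave the shortest list in all 4 groups. Depth is argued against, since its background coverage differed from the mean of replicates 2 and 3 by −1.45% on average and was the lowest in 0 of 4 groups. For H3K27ac, input signal and a weaker immunoprecipitation cannot be told apart from other causes. At shared H3K27ac regions the relative local background of replicate 1 exceeded that of replicates 2 and 3 by a mean log2 difference of 1.83 and the relative summit pileup by 0.39. In the lowest of the 4 classes by rank, however, both were lower in replicate 1. The relative background there was 1.32 in CTRL replicate 1 compared with 2.36 in both other CTRL replicates, and the relative pileup was 9.65 compared with 11.9 in replicate 2. Since regions enter only where a peak was called, weak regions with a high background are missing from this class. For CTCF, input signal as the main cause is argued against. Of the CTCF regions with a peak in replicates 2 and 3, replicate 1 lacked 18175 in CTRL and 15976 in VPA, and a mean of 9.46% of these lay inside H3K27ac regions, compared with 17.3% and 24.0% of all such regions. At shared CTCF regions outside H3K27ac regions, the relative background of replicate 1 differed from that of replicates 2 and 3 by a log2 difference of only 0.05 in CTRL and 0.11 in VPA. A weaker immunoprecipitation of CTCF is a candidate explanation for the regions missing outside H3K27ac regions, since relative summit pileups of replicate 1 were lower there by a log2 difference of −1.13 in CTRL and −1.93 in VPA (mean −1.53, at 21041 and 18644 shared regions). Inside H3K27ac regions it cannot be told apart from other causes. There the pileups of replicate 1 were higher by 0.42 in CTRL, which goes against a plain weaker immunoprecipitation, and lower by a log2 difference of −0.25 in VPA (mean 0.0879, at 6753 and 9150 shared regions). The high background of replicate 1 was not spread evenly. At CTCF summits inside H3K27ac regions it exceeded that outside by 2.79 on the log2 scale, compared with 0.64 in replicates 2 and 3. In CTCF CTRL replicate 1, for example, the median local background was 40.7 fragments inside and 5.74 outside, compared with 11.3 inside and 7.04 outside in replicate 2. This is consistent with an input of replicate 1 enriched in open, active chromatin, as uneven sonication or a mix-up with a ChIP library might give. The input libraries themselves were not analysed here, and no biological explanation was tested, since no group of the design separates the replicate numbers. CTCF VPA replicate 1, on which several CTCF values rested, had both the lowest summits and the highest relative background of the CTCF libraries.

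The larger share of CTCF peaks inside H3K27ac regions in VPA went with the H3K27ac regions. Relocation of CTCF as the main cause is argued against, since against the same VPA regions the VPA lists exceeded the CTRL lists by 1.19 points (exact p = 0.7), with an SD of 2.44 and 4.27 points. Exchanging the regions raised the share by a mean of 6.22 points in 6 of 6 lists. All 6 lists were set against the same regions, which covered 49.6 Mb in CTRL and 71.1 Mb in VPA. The 6 rises are thus not independent of each other. The share may therefore have risen because H3K27ac regions covered more of the genome. A small relocation would not be detectable at this spread.

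The 77 H3K27ac regions only in CTRL were few, and their position differed from the rest. They ranked low, with a median within-list rank of 19.3%, and all 77 had a mean rank under 50%, which is consistent with peaks near the calling threshold that were missed by chance in VPA. Their distant share, 44.2%, was nevertheless above that of random regions of matched rank (26.0%, 95% of 1000 draws between 16.9 and 36.4%). Low rank alone is therefore argued against for the position. A few clustered loci are argued against too. With 1 region kept per 1 Mb bin, 73 regions remained and 45.2% of them were distant (matched 25.7%, 16.4 to 35.7%). The class has the highest distant share of the 20 sets of 3 libraries, of which the others gave 15.4 to 41.7%, and it was singled out after its value was seen. The 6 other sets of 49 to 76 regions gave 19.6 to 37.1%. A loss of weak acetylation in gene-poor sequence is thus only a hypothesis. For the 2284 regions only in VPA, a gene-poor position was looked for and not found. Their distant share of 16.2% was below that of regions of matched rank (21.4%, 19.6 to 23.1%), which leaves the idea that weak peaks lie far from genes without a pattern to explain.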
